A study of Homo sapiens with 64 samples. Its data were reported in "The γ-tubulin meshwork assists in the recruitment of PCNA to chromatin in mammalian cells" (2021).

How the data were processed

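Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in U2OS cells, an established human osteosarcoma line, and in U2OS cells that stably express an shRNA against TUBG (shTUBG U2OS), which lowers the level of γ-tubulin. Cells were either asynchronous or released for 3, 7 or 9 h from a double thymidine block, which arrests cells in early S phase. Chromatin was digested with micrococcal nuclease and precipitated with antibodies against γ-tubulin, PCNA, Mcm5 and FoxM1 in U2OS, and against γ-tubulin and PCNA in shTUBG U2OS. The labels name 64 samples in 32 groups of 2, of which 48 are immunoprecipitates and 16 are input chromatin.

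The authors deposited 24 lists of peaks, which are regions where reads are enriched. Each list covers an antibody, a time and a cell line, and the labels name the same list for both samples of the group. The peaks are therefore pooled values with no replicate error, and how the 2 samples and the input were combined was not stated. The study names MACS2 as the peak caller for these cells. The aligner, the genome build and the treatment of duplicate reads, blacklisted regions and mitochondrial reads were not stated. Read depth is unknown, since the lists hold no read numbers, so a difference in depth between lists can change the number of peaks. Each peak in the lists deposited by the authors carries a whole-number score whose meaning was not stated. The score was used only within a list, to select peaks at or above the median, to rank peaks and to compare medians. Scaffold names in the lists are of the gl000 kind, and the highest peak end on chromosome 1 is 249240602. Both fit the human assembly that preceded GRCh38, and coordinates are printed as the lists give them, counted from 1. The gene table at hand is on GRCh38, so no gene was assigned to a peak, and the gene content of the regions was not analysed here. Input samples and read-level data were not used here.

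Peaks were compared by position with scripts in Python 3.11.15 using numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A pair of peaks overlapped when at least 25% of both was shared. Mcm5 peaks that overlapped a PCNA peak of the same time were taken as active origins and the other Mcm5 peaks as dormant origins, which is the study's definition. Where each Mcm5 region was counted once, it was active, or had a protein, if this held for any of its peaks at any time. The overlap of γ-tubulin or FoxM1 with PCNA was set against 10000 random placements of the PCNA peaks on their own chromosomes with widths kept, in a one-sided permutation test whose smallest possible p is 0.0001. A chromosome was taken to end at its last peak in any list, which makes chance overlap slightly larger. Shares were compared with two-sided Fisher's exact tests, and both proteins at the same origins with two-sided exact McNemar tests. The number of peaks in both lines was compared by a two-sided exact sign-flip permutation test over the 4 times, which cannot give a p under 0.125. Scores were compared by two-sided permutation tests with 100000 resamples, or by exact enumeration where a group had fewer than 10 peaks. p-values were adjusted by the Benjamini-Hochberg method over the 8 comparisons of γ-tubulin with PCNA and over the 4 times in the other families, with a threshold of 0.05. Shares carry 95% Clopper-Pearson intervals. Peaks lie in clusters and the same regions recur over time, so peaks are not independent, and intervals and tests cover counting error only.

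For the counts of regions, peaks of all lists that overlapped by at least 1 bp were merged, and for clusters, peaks within 100 kb of each other. Regions were named by a rule fixed before the data were examined. The rule took the 5 regions called in the most lists, up to 5 regions called for γ-tubulin at all 4 times in U2OS and in no shTUBG U2OS γ-tubulin list, active origins without γ-tubulin if there were 5 or fewer, and up to 3 regions called for PCNA at several times in shTUBG U2OS and in no U2OS PCNA list. The number of clusters summarised, 12, was chosen after the data were seen.

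The placement test was tested on simulated data of the size of the U2OS lists at 3 h, with 123 γ-tubulin and 104 PCNA peaks. In 200 runs with no planted overlap it gave a p under 0.05 in 2% of runs, and with planted overlap in 100% of runs. Simulated PCNA peaks without planted overlap were placed at random on their chromosomes, as in the test itself, with fewer placements per run. These runs therefore check the computation and do not show how the test behaves with clustered peaks. Alternatives planned before the data were examined were overlap by 1 bp or by 50% of both peaks, peaks at or above the median score of their list, chromosomes 1 to 22 and X, peaks within 1000 bp merged, peaks found in another list of the antibody, Mcm5 regions counted once or found in several Mcm5 lists, time points left out, and PCNA calls placed among the merged regions. Alternatives chosen after the data were seen were leaving out mitochondrial peaks, overlap by 25% of the PCNA peak alone, placing PCNA peaks within their own cluster, and shuffling PCNA calls among regions called in as many other lists. In simulated lists over the 387 merged regions with no planted link, the last of these gave a p under 0.05 in 9.5% of 200 runs and under 0.005 in 0.5%, so it calls an excess too often at the usual threshold. In the closing section, the comparison of lists of other times without 7 h replaced an earlier count over 24 assignments, of which 11 were as large as the true one, and the bootstrap interval of the score difference was added. Both, and the rules by which they were read, were chosen after their results were seen. The interval is a 95% percentile interval of 10000 resamples of peaks.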

Results

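The number and position of chromatin regions bound by γ-tubulin, PCNA, Mcm5 and FoxM1 were compared in asynchronous cells and 3, 7 and 9 h after release from a thymidine block. PCNA is the sliding clamp of the replication machinery, Mcm5 is a subunit of the replicative helicase that is loaded at origins, and FoxM1 is a transcription factor. The 24 lists held 2442 peaks, from 17 to 244 per list, and peak widths ranged from 200 to 10323 bp. There was 1 list for each antibody, time and line, so no value below has a replicate error, and the read depth behind each list is unknown.

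Peaks were concentrated in few places. Of all peaks, 264 (10.8%) lay on the mitochondrial genome and 448 (18.3%) on scaffolds. After merging, the lists held 387 regions, of which 175 were called in 1 list. The 76 regions called for all 4 antibodies contained 1709 peaks (70.0%). Of 172 clusters, the 12 with the most peaks held 1811 peaks (74.2%). The largest on numbered chromosomes were at 42360689 to 42409437 on chromosome 10 with 242 peaks and at 92268981 to 92326127 on chromosome 2 with 210 peaks.

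**Figure D1:**
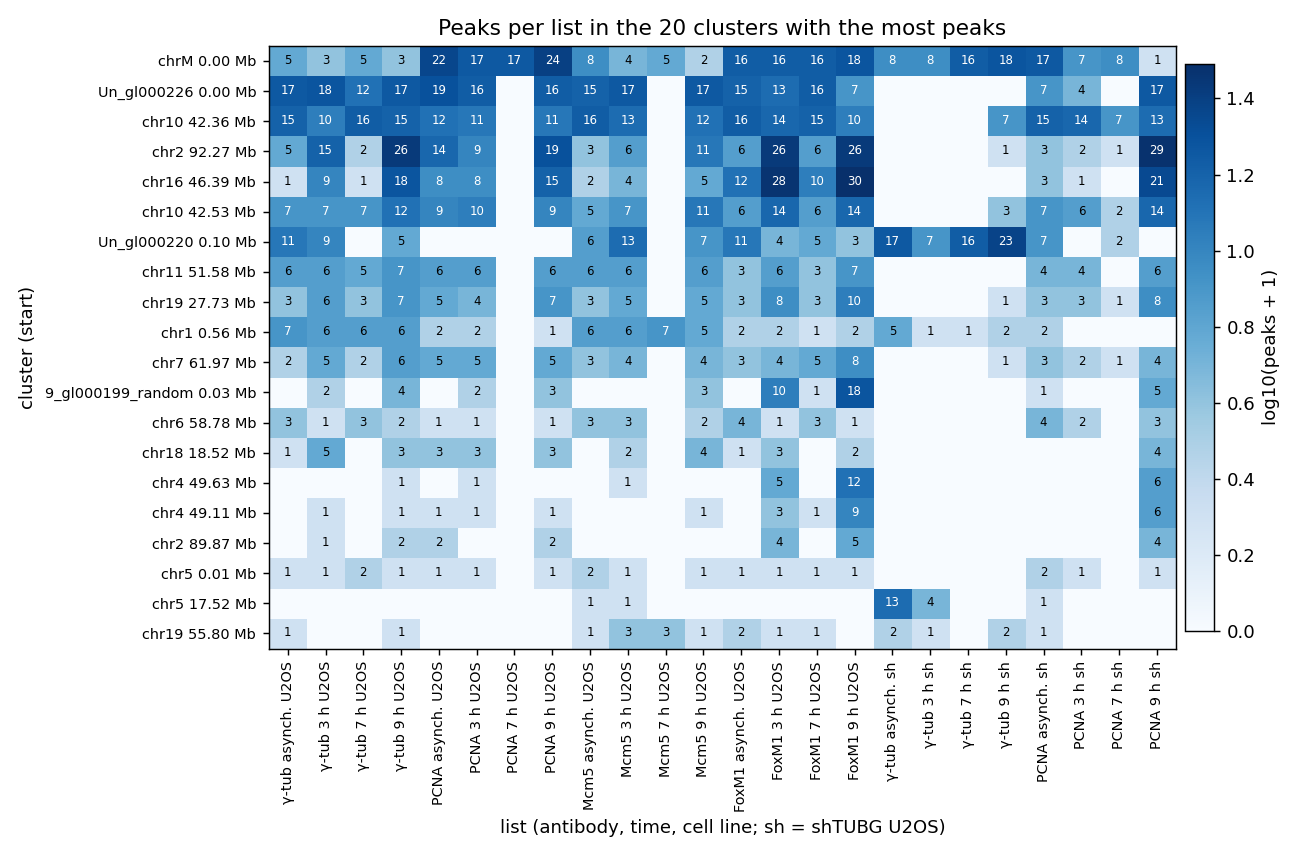
Peaks per list in the 20 clusters with the most peaks. Rows are clusters of peaks within 100 kb, columns are lists, numbers in the cells are peaks and the colour is log10 of peaks plus 1; the cluster on chromosome 10 with 242 peaks is called in 19 lists.

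Mitochondrial peaks were present in all 24 lists. The region from 1 to 16571 on the mitochondrial genome was the most widely called. It was followed by 8 regions called in 19 lists each, all of them called for 4 antibodies, of which the 4 first in genome order are named. They were at 121484009 to 121485488 on chromosome 1, 92268981 to 92269931 on chromosome 2, 61968558 to 61969779 on chromosome 7 and 42383238 to 42386741 on chromosome 10. Each of these 4 was called for γ-tubulin at all 4 times in U2OS and at 1 time in shTUBG U2OS.

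To examine whether lowering γ-tubulin changed its own binding, γ-tubulin peaks were counted in both lines. The number fell from 102 to 94 in asynchronous cells, from 123 to 33 at 3 h, from 75 to 42 at 7 h and from 153 to 67 at 9 h. Summed over times, 453 peaks in U2OS compared with 236 in shTUBG U2OS, a change of -47.9%. The number was lower at 4 of 4 times, and the exact sign-flip permutation test gave p = 0.13 after rounding, which is the smallest value that 4 pairs allow. The alternative that moved this value most was the use of chromosomes 1 to 22 and X alone, where the change was -65.2%. Without mitochondrial peaks it was -57.4%. After peaks within 1000 bp were merged it was -44.4% and the number was lower at 3 of 4 times, since in asynchronous cells it rose from 47 to 58.

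For PCNA, the number fell from 118 to 87 in asynchronous cells and from 104 to 51 at 3 h, a change of -51.0% at 3 h. It rose from 17 to 25 at 7 h and from 130 to 155 at 9 h. Summed over times the change was -13.8%, from 369 to 318 peaks, lower at 2 of 4 times (exact sign-flip permutation test, p = 0.75). This sum changed sign with the processing and was 4.19% when peaks within 1000 bp were merged and 0.755% without the 3 h time point, but -28.1% for peaks found in another list of the antibody and -31.8% without the 9 h time point. All 17 PCNA peaks of U2OS at 7 h were mitochondrial. Outside the mitochondrial genome, PCNA peaks changed from 96 to 70 in asynchronous cells, from 87 to 44 at 3 h, from 0 to 17 at 7 h and from 106 to 154 at 9 h. In U2OS, Mcm5 had 98 peaks in asynchronous cells, 132 at 3 h, 29 at 7 h and 109 at 9 h. FoxM1 had 129, 202, 123 and 244 peaks at the same times.

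**Figure D2:**
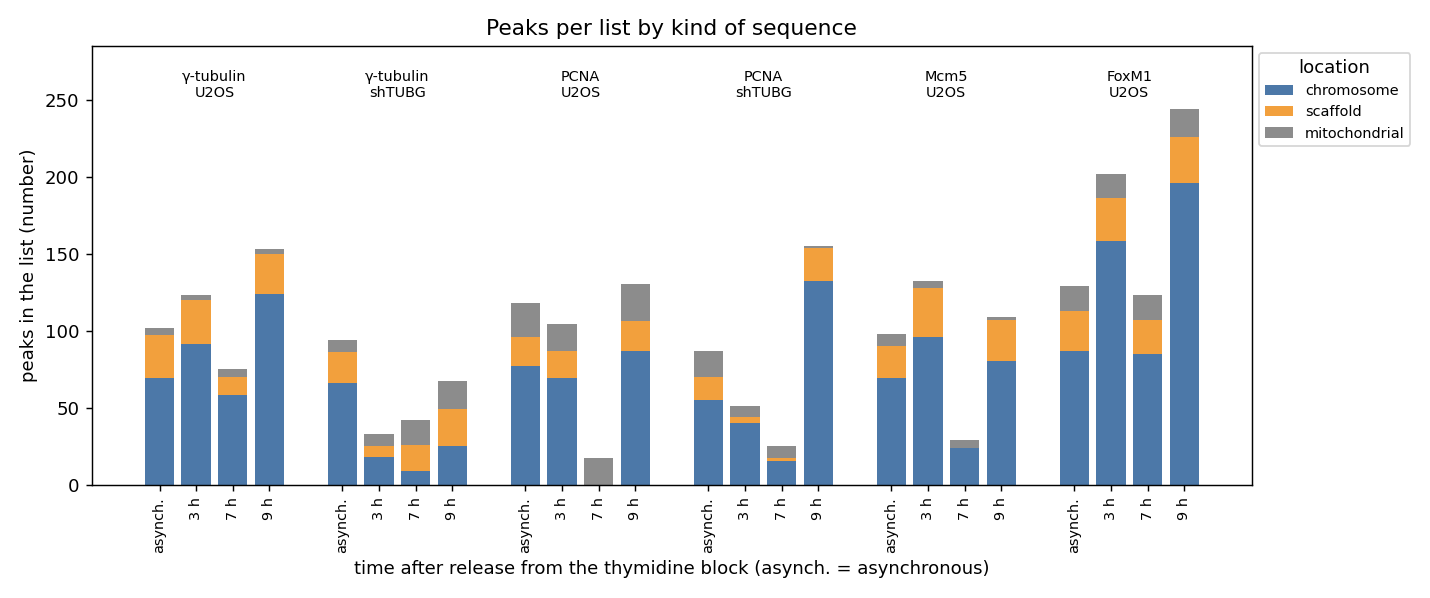
Number of peaks in each of the 24 lists, split into chromosomes, scaffolds and the mitochondrial genome, by antibody, cell line and time. The 17 PCNA peaks of U2OS at 7 h are all mitochondrial, and γ-tubulin lists of shTUBG U2OS are shorter than those of U2OS at each time.

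To find whether γ-tubulin and PCNA occupied the same regions, their overlap was compared with random placement. In asynchronous U2OS cells 61 of 102 γ-tubulin peaks overlapped a PCNA peak (59.8%, 95% interval 49.6 to 69.4), against a mean of 10.4 under random placement. At 3 h the overlap was 75 of 123 (61.0%, 51.8 to 69.6), against 8.43, and at 9 h it was 99 of 153 (64.7%, 56.6 to 72.3), against 10.1. The adjusted p of the permutation test was 0.000133 at each of these times. At 7 h, 2 of 75 γ-tubulin peaks overlapped PCNA (2.67%), against 1.37 at random (adjusted p = 0.422, permutation test). The background that moved these results most was shuffling PCNA calls among regions called in as many other lists, where 41 shared regions compared with 45.6 in asynchronous cells and 58 with 56.1 at 3 h (adjusted p = 0.338, permutation test), while 77 compared with 65.2 at 9 h (adjusted p = 4.00e-04).

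In shTUBG U2OS, 14 of 94 γ-tubulin peaks overlapped PCNA in asynchronous cells (14.9%), 3 of 33 at 3 h (9.09%), 9 of 42 at 7 h (21.4%) and 6 of 67 at 9 h (8.96%). These numbers exceeded random placement at 3 of 4 times, and not at 3 h, where the random mean was 1.29 (adjusted p = 0.124, permutation test). Outside the mitochondrial genome 7, 0, 3 and 5 peaks overlapped at these times, against random means of 0.373, 0, 0.111 and 0.0013, and again all but 3 h exceeded random placement.

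**Figure D3:**
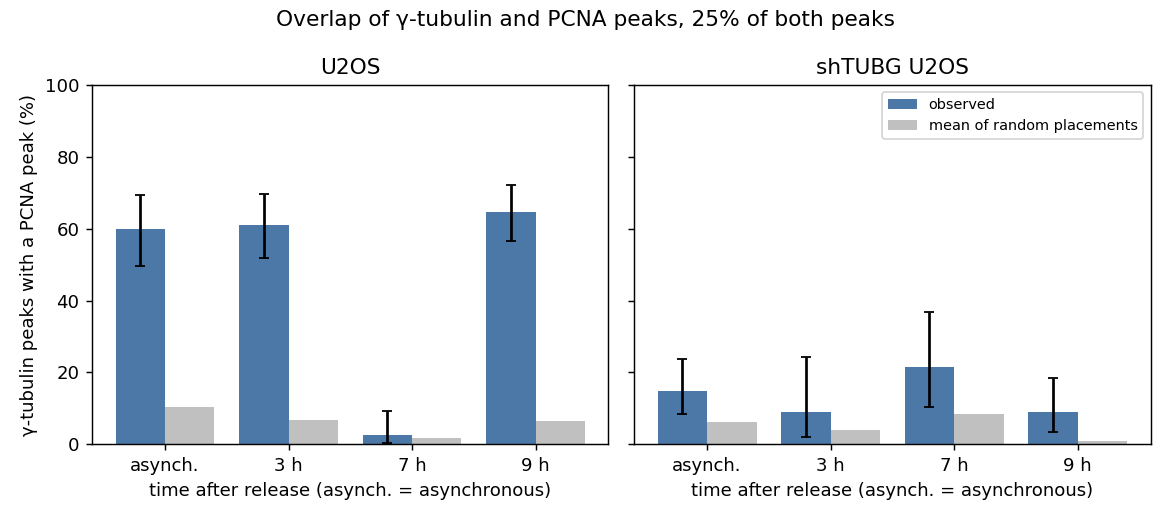
Share of γ-tubulin peaks that overlap a PCNA peak of the same line and time (blue, with 95% Clopper-Pearson intervals) and the mean of 10000 random placements (grey). In U2OS the share is 59.8%, 61.0% and 64.7% in asynchronous cells, at 3 h and at 9 h, and 2.67% at 7 h.

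FoxM1 was scored in the same way as a protein outside the replication machinery. FoxM1 peaks overlapped PCNA peaks in 75 of 129 cases in asynchronous cells, 79 of 202 at 3 h, 13 of 123 at 7 h and 92 of 244 at 9 h. Each exceeded random placement, with means of 16.5, 15.6, 7.86 and 14.8 and adjusted p of 0.00150 at 7 h and 0.000133 at the other times (permutation tests). Seen from PCNA, 234 of 369 U2OS PCNA peaks overlapped γ-tubulin (63.4%) and 268 overlapped FoxM1 (72.6%). With γ-tubulin alone at 46 peaks and FoxM1 alone at 80, the exact McNemar test gave p = 0.00313. Without mitochondrial peaks the order was opposite, with 229 of 289 for γ-tubulin (79.2%) and 206 for FoxM1 (71.3%; p = 0.00762, exact McNemar test).

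The samples of a time and line share their input samples, so γ-tubulin was also compared with PCNA lists of other times. Which input each list was called against was not stated. The γ-tubulin peaks of U2OS at 3 h overlapped PCNA peaks of asynchronous cells in 84 cases and PCNA peaks at 9 h in 87 cases, compared with 75 at the same time. In asynchronous cells and at 9 h the same time gave the most. Asynchronous γ-tubulin peaks overlapped PCNA in 61 cases at the same time, 57 with 3 h and 52 with 9 h, and γ-tubulin peaks at 9 h in 99 cases at the same time, 85 with asynchronous cells and 78 with 3 h. The γ-tubulin peaks at 7 h overlapped PCNA of asynchronous cells in 51 of 75 cases and PCNA at 3 h in 52. In shTUBG U2OS the same time gave the most only in asynchronous cells, with 14 cases, against 3, 3 and 0 with PCNA at 3, 7 and 9 h. At the later times PCNA of asynchronous cells gave the most. It overlapped γ-tubulin peaks in 11 cases at 3 h, 23 at 7 h and 36 at 9 h, compared with 3, 9 and 6 at the same time.

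γ-tubulin and FoxM1 were then placed at origins in U2OS. Of 368 Mcm5 peaks summed over times, 217 overlapped PCNA and were active and 151 were dormant. The active ones numbered 60 in asynchronous cells, 72 at 3 h, 1 at 7 h and 84 at 9 h. The study assigns 3 h to S phase and 9 h to G2/M. Mitochondrial Mcm5 peaks were counted too, with 8 active and 11 dormant. Of the active origins, 7 had no γ-tubulin peak, and 5 of these were in asynchronous cells. γ-tubulin was found at 210 active origins (96.8%, 93.5 to 98.7) and at 77 dormant origins (51.0%, 42.7 to 59.2), a difference of 45.8 percentage points with p = 8.85e-27 (Fisher's exact test). Its size depended on how Mcm5 peaks were counted, and it was 23.6 points for Mcm5 peaks found in at least 2 Mcm5 lists, where 73.9% of dormant origins had γ-tubulin, and 66.2 points with each Mcm5 region counted once, where 31.6% had it. By time, the adjusted p was 0.0564 in asynchronous cells, 1.11e-17 at 3 h and 1.45e-06 at 9 h, and at 7 h the test rests on 1 active origin. FoxM1 was found at 162 active origins (74.7%, 68.3 to 80.3) and at 47 dormant origins (31.1%, 23.8 to 39.2), with p = 1.14e-16 (Fisher's exact test). This difference of 43.5 points ranged from 32.0 for peaks at or above the median score to 70.7 at 1 bp, where γ-tubulin gave 47.9. For Mcm5 peaks found in at least 2 Mcm5 lists it was 37.7, above γ-tubulin. With each Mcm5 region counted once it was 61.3, below γ-tubulin. Active origins had γ-tubulin alone in 52 cases and FoxM1 alone in 4 (p = 1.10e-11, exact McNemar test), and dormant origins in 47 and 17 cases (p = 2.27e-04). The active counts were 6 and 2 in asynchronous cells, where the proteins were not told apart (p = 0.289, exact McNemar test). They were 18 and 1 at 3 h and 28 and 1 at 9 h. At 3 h the dormant counts were 10 and 10 (p = 1, exact McNemar test), and without that time the difference at dormant origins went from 19.9 to 33.0 percentage points. The difference between the proteins at active origins depended on the overlap rule and on how Mcm5 regions were counted. At 1 bp it was 2.06 percentage points (p = 0.267, exact McNemar test), and with each Mcm5 region counted once it was 8.70 (p = 0.0386, exact McNemar test), compared with 22.1. The 12 clusters with the most peaks held 85.3% of active and 48.3% of dormant origins.

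**Figure D4:**
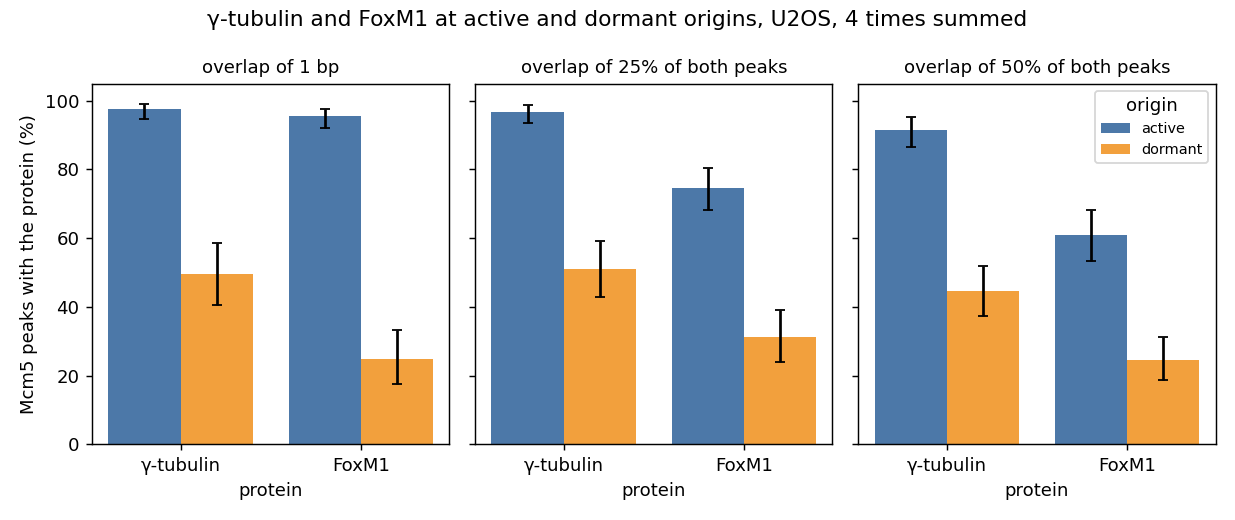
Share of active and dormant origins (Mcm5 peaks with and without PCNA) that overlap γ-tubulin or FoxM1 in U2OS under 3 overlap rules, with 95% Clopper-Pearson intervals. FoxM1 at active origins goes from 95.5% at 1 bp to 74.7% at 25% and 61.0% at 50%, and γ-tubulin from 97.5% to 96.8% and 91.5%.

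The share of PCNA peaks with γ-tubulin was compared between lines. It was 50.8% in U2OS and 17.2% in shTUBG U2OS in asynchronous cells (adjusted p = 1.23e-06, Fisher's exact test). At 3 h it was 72.1% and 5.88% (adjusted p = 7.29e-16, Fisher's exact test), and at 9 h 73.8% and 3.87% (adjusted p = 5.98e-38). At 7 h the values were 17.6% of 17 peaks and 36.0% of 25 peaks, which were not told apart (adjusted p = 0.30, Fisher's exact test). With overlap by 1 bp the 7 h difference was -52 percentage points, in the direction of the other times (adjusted p = 3.55e-04, Fisher's exact test). A shorter γ-tubulin list lowers such a share by itself, and the tests did not adjust for list length. The γ-tubulin lists went from 123 to 33 peaks at 3 h and from 153 to 67 at 9 h, but only from 102 to 94 in asynchronous cells.

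Positions were then followed between lines. Of 369 U2OS PCNA peaks, 206 overlapped a PCNA peak of shTUBG U2OS at the same time (55.8%, 50.6 to 61.0), against 8.91% under random placement. Of 453 γ-tubulin peaks, 48 did so (10.6%, 7.92 to 13.8), against 1.34%. There were 23 regions called for γ-tubulin at all 4 times in U2OS and in no γ-tubulin list of shTUBG U2OS. The 5 called in the most lists were at 42400085 to 42400767 on chromosome 10, 92319774 to 92321370 on chromosome 2, 10027 to 11860 on chromosome 5, 58776238 to 58779615 on chromosome 6 and 61969999 to 61971292 on chromosome 7. Each was called for PCNA at 3 times in U2OS. In shTUBG U2OS, PCNA was called at 4 times in the region on chromosome 10 and at 3 times in the other regions. In the opposite direction, 3 regions were called for PCNA at 2 times in shTUBG U2OS and in no PCNA list of U2OS. They were at 158496 to 160371 and 160534 to 161767 on the unplaced scaffold gl000220 and at 9826724 to 9827592 on chromosome 21. All 3 were called for γ-tubulin in both lines.

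Within the U2OS γ-tubulin lists, peaks with PCNA had higher scores than peaks without. The scores are the authors' own values. The medians were 116 and 84 in asynchronous cells (adjusted p = 0.035, permutation test), 124 and 59.5 at 3 h (adjusted p = 4e-05, permutation test) and 158 and 76 at 9 h (adjusted p = 4e-05, permutation test). The smallest p that the resamples can give is 2e-05. At 7 h, 2 peaks overlapped PCNA and had a median of 229 against 91 (adjusted p = 0.0389, exact permutation test).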

Values the study reported

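The study reported that γ-tubulin peaks overlapped 96.8% of active and 51% of dormant origins. For FoxM1 it gave 74.7 and 31.1%. In cells with the shRNA it described 48% fewer γ-tubulin peaks over all samples, and 52% fewer PCNA peaks at 3 h. At the later times it described more PCNA peaks in these cells than in U2OS.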

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

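Of the tests in this part, those of mitochondrial peaks were chosen after the result was seen, and those of merged peaks and of positions were set out before, but the comparison of positions with the whole list was added after.

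The change in the number of PCNA peaks in shTUBG U2OS went in opposite directions at different times. It was -26.3% in asynchronous cells and -51.0% at 3 h, but 47.1% at 7 h and 19.2% at 9 h. With 1 list per time, the difference between times was not tested. Mitochondrial peaks are not the cause, since outside the mitochondrial genome the change was -49.4% at 3 h and 45.3% at 9 h. Splitting of an enriched stretch into several peaks is not the whole cause either, since after merging peaks within 1000 bp the change was -37.3% at 3 h and 33.3% at 9 h. Whether PCNA was called at other places at 9 h cannot be told apart from more calls in the shared clusters. The test is void, since the clusters were chosen by the number of peaks in all lists. Of 52 peaks at 9 h in shTUBG U2OS without a U2OS PCNA peak at that time, 59.6% lay in the 12 clusters with the most peaks, compared with 76.1% of all 155 peaks of that list. Of these 52 peaks, 50 overlapped a peak of some U2OS list. A difference in read depth or enrichment stays open, since no list gives a read number. A difference in cell cycle progression between the lines also stays open and was untested.

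The share of PCNA peaks with γ-tubulin changed by -33.6 percentage points in asynchronous cells, -66.2 at 3 h and -70.0 at 9 h, but by 18.4 at 7 h. The difference between times was not tested, and the shares were not adjusted for the length of the γ-tubulin lists. The value at 7 h rests on the 17 mitochondrial PCNA peaks of U2OS, and with overlap by 1 bp it was -52 (adjusted p = 3.55e-04, Fisher's exact test), the direction of the other times, while with 50% of both peaks it was 12 (adjusted p = 0.260, Fisher's exact test). With peaks at or above the median score it was -3.42. Its direction thus changes with the overlap rule and with the choice of peaks. No biological explanation was tested for it.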

How the results depend on the processing

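No paired analysis was possible because each list covers both labelled samples of its group, so the peaks carry no replicate number, and for the same reason no replicate could be left out. There were 205 alternative values for 28 results, of which 164 kept their direction and side of the threshold, 3 had no direction and stayed short of the threshold, 6 without a test stayed within the interval of the main value, 14 reversed, 13 were weaker, 1 was stronger and 4 values without a test moved. Of the reversed and weaker values, 5 and 3 came from alternatives chosen after the data were seen. Unless a reason is given, the cause was not tested.

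The change in the number of PCNA peaks became 4.35% on chromosomes 1 to 22 and X, 4.19% with peaks within 1000 bp merged and 0.755% without the 3 h time point. It was -1.38% without mitochondrial peaks, -28.1% for peaks found in another list of the antibody, -7.97% without asynchronous cells and -31.8% without the 9 h time point, so neither its sign nor its size is stable. The summed number of γ-tubulin peaks fell in all 8 alternatives, with changes from -65.2% on chromosomes 1 to 22 and X to -38.5% without the 3 h time point, but after merging peaks within 1000 bp it was lower at 3 of 4 times, with 47 peaks in U2OS and 58 in shTUBG U2OS in asynchronous cells, and with at most 4 pairs no alternative could give a p under 0.05 for it.

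With overlap by 1 bp, the U2OS overlap of γ-tubulin with PCNA at 7 h was 4 peaks against 4.32 at random. It was 4 against 4.11 with 25% of the PCNA peak alone and 0 against 0.246 with 50% of both peaks. At 50%, the shTUBG U2OS overlap was 3 peaks at 3 h, now past the threshold (adjusted p = 0.0289, permutation test), and 3 at 7 h, no longer past it. The peaks at 3 h are mitochondrial, since outside the mitochondrial genome the overlap at 3 h was 0. At 1 bp, γ-tubulin exceeded FoxM1 at active origins by 2.06 percentage points, no longer past the threshold, and the 7 h difference in the share of PCNA peaks with γ-tubulin was -52 points, now past the threshold (adjusted p = 3.55e-04, Fisher's exact test). The score difference in asynchronous U2OS cells was 25.5 at 50% (adjusted p = 0.108, permutation test). PCNA recovery moved to 45.5% at 50%, and γ-tubulin recovery to 15.2% at 1 bp and 5.96% at 50%. On chromosomes 1 to 22 and X, PCNA recovery was 63.0%.

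With peaks at or above the median score, the overlap was 5 peaks in asynchronous shTUBG U2OS, 1 at 7 h in shTUBG U2OS and 5 for FoxM1 at 7 h, none past the threshold. There the excess of γ-tubulin over FoxM1 at dormant origins was 6.06 points (p = 0.523, exact McNemar test), and it was 3.80 with each Mcm5 region counted once (p = 0.690, exact McNemar test). The 7 h difference in the share of PCNA peaks with γ-tubulin was -3.42 points.

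With PCNA calls placed among the merged regions, shared regions in shTUBG U2OS numbered 12 in asynchronous cells against 10.1, 1 at 3 h against 1.78 and 10 at 9 h against 10.5, and FoxM1 shared 1 region at 7 h. Placed within their own cluster, the overlap in shTUBG U2OS at 9 h was 6 peaks against 3.35 (adjusted p = 0.0720, permutation test). When calls were shuffled among regions called in as many other lists, γ-tubulin and PCNA shared 41 regions in asynchronous U2OS against 45.6, 58 at 3 h against 56.1, and in shTUBG U2OS 1 at 3 h against 2.04 and 10 at 9 h against 20.8. FoxM1 shared 42 regions in asynchronous cells against 44.4 and 1 at 7 h. That shuffle also removes binding common to several times, so it asks only for an excess specific to a pair of lists.

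Outside the mitochondrial genome, and on chromosomes 1 to 22 and X, the U2OS comparisons with PCNA at 7 h gave no value, since no PCNA peak was left, and the sign-flip test then used 3 pairs.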

Other observations

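Of the tests in this part, those of γ-tubulin lists of other times at origins, of the FoxM1 share of PCNA peaks at 1 bp and of scores over all times were set out before their results were seen. The others were chosen after.

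γ-tubulin and PCNA peaks coincided in U2OS, and the overlap may rest in part on regions called whichever antibody is used. In shTUBG U2OS the PCNA lists called 12, 9, 7 and 10 of the 12 clusters with the most peaks. The γ-tubulin lists of that line called 3, 3, 3 and 8 at the same times. In that line, calls in these clusters thus differed between the antibodies, although the depth of the lists is unknown. FoxM1 lay at 72.6% of U2OS PCNA peaks, a share above that of γ-tubulin. Outside the mitochondrial genome FoxM1 lay at 71.3%, below γ-tubulin at 79.2%. At 1 bp the order turned, with FoxM1 at 85.8% and γ-tubulin at 81.0% (p = 0.0336, exact McNemar test), so the lower FoxM1 share follows from the overlap rule, and there specific and general calling cannot be told apart because the order depends on that rule. With calls shuffled among regions called in as many other lists, there was no excess at 3 h (58 regions against 56.1, adjusted p = 0.338, permutation test), as this explanation needs. In asynchronous cells there was none either, with 41 regions against 45.6. That number lay below the shuffled mean, which general calling does not predict, and the one-sided test does not judge a deficit. At 9 h the shared regions were 1.18-fold the shuffled mean, more than general calling allows, although FoxM1 gave 1.22-fold there and 1.13-fold at 3 h (62 regions against 54.8, adjusted p = 6.00e-04, permutation test), where γ-tubulin gave no excess. If each list was called against the input of its own time, which was not stated, shared input is not the whole cause. PCNA lists of other times overlapped nearly as much. Without 7 h, whose PCNA list is mitochondrial, the mean overlap was 61.8% at the same time and 56.8% and 60.7% in the 2 assignments that give each γ-tubulin list another time, against 7.90% at random. An excess at the same time stays open, since the 6 assignments of these 3 lists cannot give a share under 0.05. Binding of both proteins to these regions at all times stays open.

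γ-tubulin lay at active origins more often than at dormant ones. With γ-tubulin lists of the other times the mean difference was still 36.4 percentage points, with 28.4 to 46.8 for the 3 shifts in time, compared with 45.8 for lists of the same time. A candidate explanation is that regions called in many lists are more often called for PCNA, and so counted as active, and are also overlapped by any list. The 12 clusters with the most peaks held 85.3% of active and 48.3% of dormant origins. These shares cannot decide, since the clusters were chosen by peaks in all lists, including those that define active origins. The smaller difference, 23.6 points, for Mcm5 peaks found in at least 2 Mcm5 lists goes with this explanation. Mitochondrial peaks, present in all 24 lists, went against it, with 8 active and 11 dormant Mcm5 peaks, but they cover a single region. The explanation stays open. Binding of γ-tubulin to active origins at all times stays open.

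γ-tubulin lay at active origins more often than FoxM1 under the 25% rule. Of the 55 active origins without FoxM1, 80% overlapped a FoxM1 peak by at least 1 bp. The difference may be an effect of the 25% rule, but it also fell from 22.1 to 8.70 percentage points under that rule with each Mcm5 region counted once. That fall cannot decide, since a region counted once has a protein if any of its peaks has it at any time. FoxM1 went from 74.7% to 89.1% there, while γ-tubulin, already at 96.8%, went to 97.8%. No biological explanation was tested.

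γ-tubulin lists of shTUBG U2OS held fewer peaks at each time, although not in asynchronous cells once peaks within 1000 bp were merged. They were not shortened versions of the U2OS lists. Only 43.2% of their 236 peaks overlapped a U2OS γ-tubulin peak of the same time by at least 1 bp, which argues against loss of peaks alone. U2OS peaks found again in shTUBG U2OS stood 12.9 score percentiles above lost peaks over all times (p = 0.0463, permutation test). At 7 h and 9 h the difference was 46.1 (p = 2e-05, permutation test, the smallest it can give), as a loss of the weakest peaks would give. In asynchronous cells and at 3 h it was -3.95 (p = 0.646, permutation test), with a bootstrap interval of -19.0 to 13.7, where a loss of the weakest peaks alone would have given 50.1. That argues against it as the whole cause at these times, but a smaller preference for strong peaks stays open. Over all times a loss of the weakest peaks cannot be told apart from a loss without regard to score, because the times went both ways. Of the 12 clusters with the most peaks, these lists called 3, 3, 3 and 8 in asynchronous cells and at 3, 7 and 9 h. The U2OS γ-tubulin lists called 11, 12, 10 and 12. In asynchronous cells the lists had similar lengths, with 94 and 102 peaks, so a shorter list alone does not account for this. The clusters were chosen by peaks in all lists, most of them of U2OS. The shRNA stays open, and so does a difference in depth as part of the cause.

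All PCNA peaks of U2OS at 7 h were mitochondrial, and the Mcm5 list of that time called 2 of the 12 clusters with the most peaks. A property of the chromatin or input of that time that removes these clusters from every list is not the cause. The FoxM1 list at 7 h called 12 of them and the γ-tubulin list 10. A shared effect as part of the cause stays open, since all 4 antibodies had their shortest U2OS list at 7 h. These held 75 γ-tubulin, 17 PCNA, 29 Mcm5 and 123 FoxM1 peaks, although FoxM1 had only 129 in asynchronous cells. Weak enrichment in the PCNA and Mcm5 precipitates, lower depth, and an absence of both proteins stay open and were not tested.

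Short peaks recurred at separate positions within 2 clusters that were chosen after their values were seen. The cluster at 40762298 to 40818599 on chromosome 17 had 16 peaks at 4 positions in 9 lists, and these positions covered 3.37% of its length. Of the 6 Mcm5 peaks there, 5 came from the list at 7 h. The cluster at 55795727 to 55814326 on chromosome 19 had 20 peaks at 4 positions in 13 lists and 5.94% covered. DNA present only in the shTUBG line, and not carried over between samples, is not the cause, since 11 U2OS lists had a peak in these clusters. DNA carried over between samples was not tested and stays open. Gene content at these positions was not analysed here.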
